A study of Mus musculus with 12 samples. Its data were reported in "Heterochromatin Protein 1β (HP1β) has distinct functions and distinct nuclear distribution in pluripotent versus differentiated cells" (2015).

How the data were processed

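The authors processed the scanned arrays with the robust multi-array average of Affymetrix Expression Console, and deposited log2 signals, which were used here as deposited. Background correction, quantile normalization and summarization were thus done before deposition, and versions of that software and of the annotation are not given in the sources used here. The table holds 35556 array features on 12 arrays with values from 1.55 to 13.6, in a range that fits log2 signals. The probe annotation used here is that of the Mouse Gene 1.0 ST array, whose identifiers match the deposited table, whereas the paper's methods name an exon array of the same maker. Of the features, 21789 carry 1 gene symbol, 1621 several and 12146 none. Features with 1 symbol were used, 21698 of them were matched to a reference gene table by gene number, and no symbol changed. Where several features shared a symbol the one with the highest mean was kept, which left 19938 genes, of which 10880 exceeded a signal of 45 (log2 5.49) on at least 1 array. The genome build of the annotation is not named in the files and no positions are given here.

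The groups follow the sample labels: WT, HP1αKO and HP1βKO as ESCs and as EBs at day 7, with 2 arrays each. The paper's methods describe ESCs grown with feeder fibroblasts and sorted for SSEA1 with magnetic beads, and speak of biological samples, but whether replicates were separate cultures is not given in the sources used here. They also call the WT line, named there as in the labels, a littermate control of the knockouts. The labels name another line for both knockouts. Groups, comparisons, gene lists and alternatives were fixed before the data were examined. Alternatives added later, chosen after seeing the data, were the replicate number as a block among ESCs only or within 1 state, the fit without the 2 ESC libraries whose Cbx5 opposed their label, array weights together with the block, a block with crossed numbers in EBs, the gene lists on the 6 EB libraries alone, HP1βKO against the 4 other libraries of its state pooled, and each knockout against a single WT library of its own.

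Genes were tested with limma 3.58.1 in R 4.3.3, by a linear model with a mean for each of the 6 groups on all 12 arrays and empirical Bayes moderation with 6 residual degrees of freedom. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The comparisons were each knockout against WT in ESCs and in EBs, the knockouts against each other in each state, EB WT against ESC WT, and the difference of each knockout effect between states. Genes named in the text are the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap, or 5 each way for EB WT against ESC WT and the state differences. Where none passed, the 5 with the lowest p are named. The targeted genes and members of the gene lists may also be named, and features known by a locus number only are counted but not named.

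Same-number replicates of different groups were paired in ESCs (correlations of the replicate differences 0.401, 0.497 and 0.3). In EBs they were not (0.112, -0.454 and -0.092), and EB WT and EB HP1βKO ran opposite by number (-0.454). A block for the number was therefore tried in ESCs and was not part of the fit reported first.

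Gene lists, 28 of them written from general knowledge or from genes the paper's text names, were tested with camera at its preset correlation of 0.01, and again with a correlation estimated for each list and with fry. A list was tested if at least 5 members were measured, and 25 lists were tested. Over all 28 lists, 387 of 529 members were among the genes tested. A two-cell-like list had 0 members above the floor, a list of sex-linked genes for line identity 2 and the study's EB mesoderm list 4, and these were not tested as lists. Members were also adjusted over the list alone. Genes that moved in 1 direction in every pair of arrays, with a fold of 1.5 or 2.5 and a signal above 45, were counted too. This is the reading used here of the rule in the paper's methods, which speak of pairwise comparisons and do not say that every pair must agree.

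A self-test changed 200 genes by 1.5 to 8-fold in arrays with the observed spreads. In ESCs 255 genes were called, of which 110 were false, and in EBs 146, of which 0 were false. Within 6 arrays of 1 state, 115 were called with 11 false in ESCs and 211 with 15 false in EBs. With equal spreads the 12 arrays gave 196 with 3 false in ESCs and 201 with 8 false in EBs. Of 50 changes each, 18%, 74%, 98% and 100% were found in ESCs at 1.5, 2, 4 and 8-fold, and 10%, 82%, 100% and 100% in EBs. The spread shared between states thus made the test too liberal for ESCs and conservative for EBs. Each library was also left out in turn.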

Results

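Transcript levels were measured on 12 single-channel arrays of mouse embryonic stem cells (ESCs) and of embryoid bodies (EBs), aggregates in which ESCs differentiate in suspension without leukaemia inhibitory factor. WT cells were compared with cells lacking HP1α (HP1αKO, targeted gene Cbx5) or HP1β (HP1βKO, targeted gene Cbx1), chromodomain proteins that bind methylated histones in heterochromatin. Each of the 6 groups held 2 arrays, and the EBs were taken at day 7. The median signal over the 10880 genes tested lay between 7.10 and 7.25 (log2) on the ESC arrays and between 7.22 and 7.35 on the EB arrays. Between 84.4% and 85.8% of these genes lay above a signal of 45 on an ESC array, and between 87.7% and 89.0% on an EB array. Replicates differed more in ESCs than in EBs: the SD of the replicate difference over genes was 0.57 for ESC WT, 0.50 for ESC HP1αKO and 0.39 for ESC HP1βKO, against 0.19, 0.13 and 0.20 in the EBs. Gene values below are log2 differences ± limma's standard error with n = 2 arrays per group, and all p-values are two-sided and adjusted. The labels name the line HM1 for WT and R1 for both knockouts, so a difference between a knockout and WT cannot be told apart from a difference between these lines if the labels hold. The paper's methods also name HM1 for WT, but call it a littermate control of the knockouts. The knockouts carry the same label, but Hprt, given below, differed between them, so a line difference is not excluded there either. Signals under the floor of 45 (log2 5.49) are close to background. Where 1 group mean lay under it, the size of a difference is uncertain. Where both lay under it, the difference is between signals close to background.

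The targeted genes were read first, as a check of the labels. Cbx1 lay at 7.59 and 7.99 in the ESC HP1βKO libraries and at 7.73 and 7.67 in the EB HP1βKO libraries, and between 9.36 and 10.05 in the other 8 libraries. Cbx5 was low in both EB HP1αKO libraries, at 9.20 and 9.21, against 10.36 and 10.40 in EB WT and 10.26 and 10.31 in EB HP1βKO. In ESCs, Cbx5 went against the label of 2 libraries: it was low, at 8.29, in the library labelled ESC WT 2 and high, at 10, in the library labelled ESC HP1αKO 2. The library labelled ESC WT 1 read 9.66, ESC HP1αKO 1 read 8.04, and the ESC HP1βKO libraries read 9.72 and 9.88. Cbx3, which encodes the related protein HP1γ, differed by -0.16 ± 0.14 between EB HP1βKO and EB WT (adjusted p = 0.758). Each targeted gene had 1 array feature with a single gene symbol, and whether its probes lie inside the deleted part is not given in the sources used here. The groups below follow the labels, so every ESC direction that involves WT or HP1αKO includes a library whose Cbx5 level opposed its label.

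Meg3 and Hprt were picked after their values were seen. Meg3, an imprinted noncoding RNA, split like Cbx5. It lay at 9.73 and 9.31 in EB WT and at 6.27 and 5.61 in EB HP1αKO. In the ESC libraries it lay at 8.93 (WT 1), 5.62 (WT 2), 5.28 (HP1αKO 1) and 9.36 (HP1αKO 2). Hprt, a purine salvage enzyme that the HM1 line is known to lack, lay at 4.22 and 4.40 in EB WT and at 6.28 and 6.84 in EB HP1αKO. Among ESCs Hprt was 6.48 and 8.84 in the libraries labelled WT and 8.40 and 4.25 in those labelled HP1αKO. As for Cbx5, the HP1αKO minus WT difference of Hprt turned sign between the number 1 and number 2 ESC libraries (1.92 and -4.59). Hprt did not otherwise split like Cbx5, since ESC WT 1, whose Cbx5 did not oppose its label, had the higher level too. HP1βKO, although labelled R1, had the low Hprt level of EB WT in all 4 of its libraries (4.66, 4.56, 3.83 and 4.12).

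**Figure D1:**
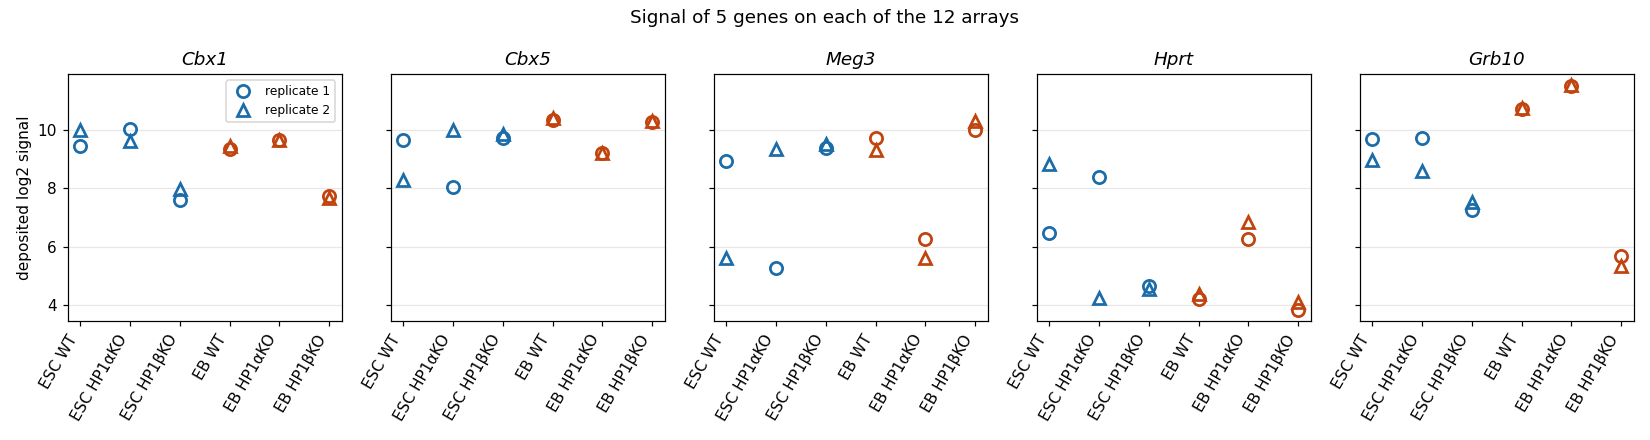
Deposited log2 signal (vertical axis) of Cbx1, Cbx5, Meg3, Hprt and Grb10 on each array, grouped by label; circles are replicate 1, triangles replicate 2, blue ESC and red EB. Cbx1 is low in all 4 HP1βKO libraries, and Cbx5 is low in both EB HP1αKO libraries (9.20 and 9.21) but reads 8.29 in the library labelled ESC WT 2 and 10 in the library labelled ESC HP1αKO 2.

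EB WT was set against ESC WT to describe the differentiation that the knockout EBs are read against. The largest rises were in Hbb-bh1 (6.86 ± 0.14, adjusted p = 1.33e-08) and Hba-x (6.31 ± 0.35), which encode embryonic globins, Nrp1 (6.28 ± 0.36), a co-receptor of vascular growth factors. Next were Ttr (5.95 ± 0.22), a carrier protein secreted by visceral endoderm, and Tdo2 (5.85 ± 0.15), a tryptophan-degrading enzyme. The largest falls were in Nr0b1 (-5.95 ± 0.34, adjusted p = 3.46e-06), a nuclear receptor of the ESC network, and Zfp980 (-4.71 ± 0.65). The fatty acid transporter Slc27a2 (-4.51 ± 0.37), Triml2 (-4.32 ± 0.56) and Zfp42 (-4.23 ± 0.34), a marker of undifferentiated ESCs, came next. All 10 stayed past the threshold when any 1 of the 4 libraries was left out, and each had 1 group mean under the floor, ESC WT for the rises and EB WT for the falls.

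Of the core pluripotency genes, 14 of 16 fell and none rose, with Pou5f1 at -3.95 and Nanog at -3.09 (list mean -2.65, camera adjusted p = 4.4e-13, but adjusted p = 0.0783 with an estimated correlation). Of the naive pluripotency genes, 16 of 18 fell, with Esrrb at -3.89 (adjusted p = 2.14e-10, but adjusted p = 0.215 with an estimated correlation). Of the cardiac sarcomere genes, 19 of 24 rose, with Actc1 at 5.44, Myl7 at 5.36 and Tnnt2 at 4.86 (list mean 2.69, adjusted p = 9.31e-15, and adjusted p = 0.0189 with an estimated correlation). Of the endothelial and blood genes, 15 of 16 rose, with Kdr at 4.82 and Cdh5 at 4.09 (adjusted p = 7.95e-10, and adjusted p = 0.0245 with an estimated correlation). Of the extraembryonic endoderm genes, 17 of 20 rose, with Gata6 at 4.03 and Gata4 at 2.59 (adjusted p = 5.5e-11, but adjusted p = 0.0561 with an estimated correlation). Of the imprinted genes, 18 of 23 rose, with Igf2 at 4.92 (adjusted p = 3.2e-09, but adjusted p = 0.0814 with an estimated correlation). Adjusted over the list alone, 14 core pluripotency genes and 16 naive genes fell, and 21 sarcomere, 15 endothelial and blood, 18 endoderm and 19 imprinted genes rose. Feeder fibroblast markers, 7 of 17 higher and 2 lower, did not move as a list (mean 0.71, adjusted p = 0.177).

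In all, 3941 of 10880 genes differed (938 with 1 group mean under the floor and 196 with both), 2391 higher and 1550 lower in EB WT, 89 of them known by a locus number only. Centring each array on its median moved the median difference by -0.13 and the share of higher genes among those called from 60.7% to 46.2%. Without ESC WT 1 the count was 4359, without ESC WT 2 2913, without EB WT 1 2256 and without EB WT 2 1911, and on the 4 arrays alone 2219. Without the 2 ESC libraries whose Cbx5 opposed their label it was 4229, which included 3260 of the 3941. No list kept its call with an estimated correlation in that fit (cardiac sarcomere and endothelial and blood lists at adjusted p = 0.0821) or with the replicate number as a block among ESCs (both at adjusted p = 0.0886).

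EB HP1βKO was compared with EB WT to ask what the lack of HP1β changed during differentiation. Grb10, an imprinted adaptor that restrains insulin receptor signalling, fell the most, by 5.21 on the log2 scale (± 0.34, adjusted p = 5.88e-05), with EB HP1βKO at 5.69 and 5.35, close to the floor, so the size of this fall is uncertain. It was followed by Myl7 (-3.97 ± 0.33), an atrial myosin light chain, Cfc1 (-3.48 ± 0.18), a co-receptor of Nodal, Mfap2 (-3.21 ± 0.24), a microfibril protein, and Smyd1 (-3.20 ± 0.11, adjusted p = 2.4e-06), a methyltransferase of heart and skeletal muscle. The remaining large falls were in Apela (-3.09 ± 0.33), a peptide ligand of the apelin receptor, the carbonic anhydrase gene Car4 (-3.05 ± 0.49), the cardiac actin gene Actc1 (-3.05 ± 0.60), and the myosin genes Myl4 (-2.99 ± 0.24) and Myh7 (-2.95 ± 0.18). Tbx4, a T-box factor of hindlimb and allantois, rose the most (3.50 ± 0.21, adjusted p = 4.97e-05). Next came Angptl7 (3.35 ± 0.19), the Wnt modulator Dkk2 (2.79 ± 0.46), the orphan receptor gene Gpr50 (2.69 ± 0.20) and the sphingolipid receptor gene S1pr3 (2.64 ± 0.28). Then came Aldh1a2 (2.62 ± 0.17), which makes retinoic acid, the GABA receptor subunit gene Gabra3 (2.54 ± 0.38), Lsp1 (2.47 ± 0.42), Hoxd13 (2.39 ± 0.19) and Tril (2.38 ± 0.16). Cbx1 itself fell by 1.71 (± 0.22, adjusted p = 0.00269). A group mean lay under the floor for 9 of these 20 genes, that of WT for Tbx4, Angptl7, Dkk2, Gabra3, Hoxd13 and Tril and that of HP1βKO for Cfc1, Smyd1 and Myh7.

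The sarcomere genes of cardiac muscle fell together: 17 of 24 passed the test, none rose, and the list mean was -1.68 ± 1.17 (SD over genes; camera adjusted p = 3.09e-31, and adjusted p = 0.00234 with an estimated correlation). Tnnt2 was at -2.71, Myh6 at -2.46 and Myl3 at -2.46, and 19 fell when adjusted over the list alone. Csrp3 and Ryr2, which are among the 17, had both means under the floor. The list's call with an estimated correlation ended on the 6 EB libraries alone. When each EB WT and EB HP1βKO library was left out in turn, 12 of the 17 passed in all 4 fits. Of 37 Hox genes on the array, 12 exceeded the floor on at least 1 array and were tested. Of these 12, 8 rose and Hoxb2 fell (-1.64). The risers were Hoxa9 (2.00), Hoxa11 (2.08), Hoxa13 (1.8), Hoxd8 (1.11), Hoxd9 (1.11), Hoxd10 (1.97), Hoxd11 (1.19) and Hoxd13, most of which pattern the posterior trunk and limb. Their list passed with the preset correlation (mean 0.95, adjusted p = 4.57e-09, but adjusted p = 0.0704 with an estimated correlation), and 8 rose and 2 fell when adjusted over the list alone. Hoxa9, Hoxa11, Hoxd9, Hoxd10 and Hoxd13 passed in all 4 of those fits. All 8 risers had a WT mean under the floor, and Hoxa13 and Hoxd8 had both means under it. A gene high on any array is kept by the floor, so such genes may have been tested because they rose. The share of risers and the list mean thus hold for the tested Hox genes only. Of the naive pluripotency genes 3 of 18 rose, Nr0b1 (1.58), Dppa5a (1.37) and Stat3 (0.79), with all 18 differences above 0 (mean 0.62, adjusted p = 2.04e-05, but adjusted p = 0.56 with an estimated correlation), and 4 rose when adjusted over the list alone. Of the core pluripotency genes 5 of 16 rose (Pou5f1 1.34, Nanog 1.20, Utf1 1.21, Dppa2 1.87 and Gdf3 1.30) and Lin28a fell (-1.13). The core list did not pass (adjusted p = 0.0651), although 6 rose and 3 fell when adjusted over the list alone. With 1 library left out, only Pou5f1 among the core genes and none of the 3 naive genes passed in all 4 fits.

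Of 13 neural progenitor genes 4 fell, the transcription factor genes Pax3 (-2.39), Zic1 (-2.16) and Pax6 (-1.05) and the fatty acid binding protein gene Fabp7 (-2.07), with a list mean of -0.63 (adjusted p = 0.000541, but adjusted p = 0.382 with an estimated correlation). Pax6 lay under the floor on all 4 arrays and HP1βKO was under it for the other 3, and Pax3 and Zic1 passed in every fit with 1 library left out. With a signal floor of 100 that list no longer passed (mean -0.07, adjusted p = 0.9). Of 14 neuronal genes 4 fell, including Stmn2 (-2.44) and the neuronal tubulin gene Tubb3 (-1.74), with a list mean of -0.55 (adjusted p = 0.00182, but adjusted p = 0.0704 with an estimated correlation). Adjusted over the list alone, 4 neural progenitor genes fell and 1 rose, and 5 neuronal genes fell. The interferon and antigen presentation list was higher (mean 0.47, adjusted p = 8.2e-05, but adjusted p = 0.0704 with an estimated correlation), with Rsad2 (1.19) the only member called and 5 when adjusted over the list alone. Feeder fibroblast markers were also higher (mean 0.61, adjusted p = 0.00194, but adjusted p = 0.744 with an estimated correlation), with Col5a1 (0.74) the only member called and 3 when adjusted over the list alone. Of the imprinted genes Dlk1 (1.69) and Zim1 (0.58) rose and Grb10 fell (list mean 0.20, adjusted p = 0.00194, but adjusted p = 0.399 with an estimated correlation), and 4 rose and 1 fell when adjusted over the list alone.

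Of 7 pluripotency genes named in the text of the study, 5 rose, and Klf4 (0.32) and Esrrb (0.73) did not pass (list mean 1.09, adjusted p = 2.4e-07, but adjusted p = 0.131 with an estimated correlation), and 5 rose when adjusted over the list alone. Of 9 genes from a PCR panel, 1 rose and 3 fell (adjusted p = 0.00743, but adjusted p = 0.107 with an estimated correlation), or 1 and 4 when adjusted over the list alone. Both lists were chosen by the study on these samples and are not independent evidence of direction. Of the 4 mesoderm genes that the study names, too few for a list test, Bmp2 (-1.46) and Fgf15 (-1.96) fell, while Bmp4 (-0.69, adjusted p = 0.177) and Des (-0.86, adjusted p = 0.241) did not pass. Among other list members, Otx2 fell (-2.20), the endoderm factor Gata6 rose (0.81), and the hindlimb factor Pitx1 rose (2.19).

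In all, 353 genes differed (139 with 1 group mean under the floor and 24 with both), 177 higher and 176 lower in EB HP1βKO, and in each of them the 2 groups of arrays did not overlap, and 8 had only a locus number for a name. Leaving out 1 library gave 115 genes without EB WT 1, 96 without EB WT 2, 110 without EB HP1βKO 1 and 120 without EB HP1βKO 2, a loss of more than 1.5-fold each time. Of the 353, 83 passed in all 4 of these fits and all 353 kept their sign. Of the 20 genes named first, 15 passed in all 4, the exceptions being Dkk2, Gabra3, Lsp1, Car4 and Actc1. The count was 2043 on the 6 EB libraries alone, which included all 353, 1435 with array weights, 972 without the 2 ESC libraries whose Cbx5 opposed their label, 701 with the replicate number as a block among ESCs and 224 with a floor of 100. The sarcomere list was then at adjusted p = 0.166 on the 6 EB libraries alone and adjusted p = 0.0727 without those 2 ESC libraries, both with an estimated correlation.

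**Figure D2:**
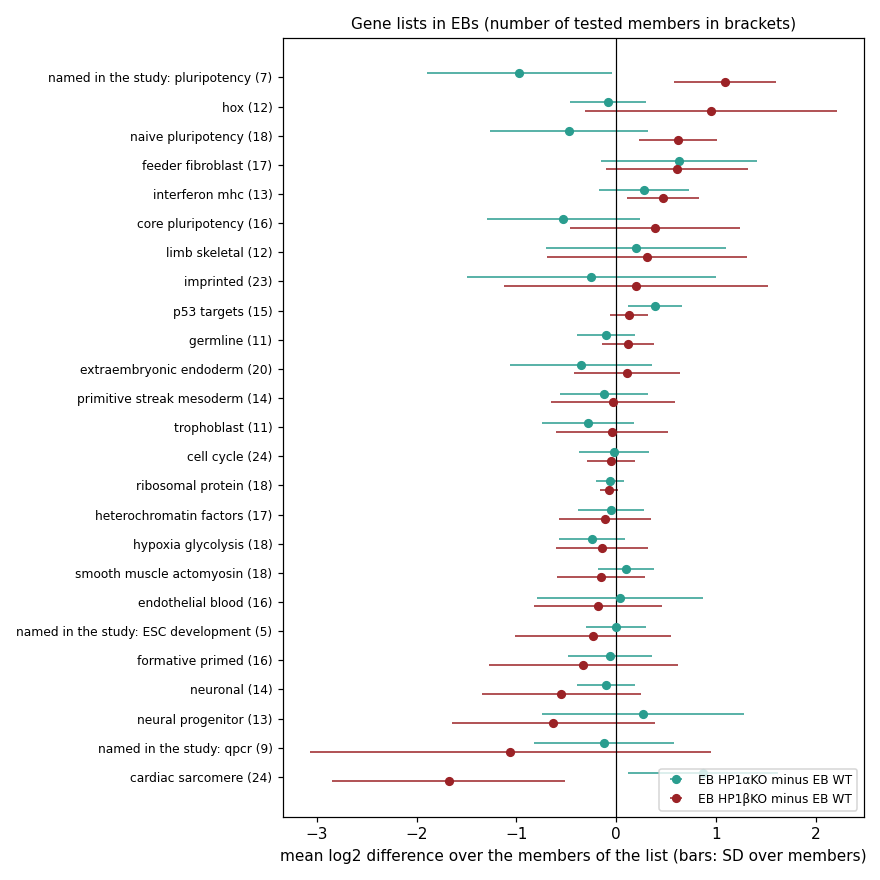
Mean log2 difference from EB WT over the tested members of each of 25 gene lists (horizontal axis), for EB HP1αKO (green) and EB HP1βKO (dark red); bars are the SD over members. The cardiac sarcomere list lies at 0.87 in HP1αKO and at -1.68 in HP1βKO, and the Hox list at -0.08 and 0.95.

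EB HP1αKO was compared with EB WT to ask the same of HP1α. The chemokine gene Ccl3 rose the most (3.07 ± 0.15, adjusted p = 3.03e-05), then the forkhead factor Foxd1 (2.99 ± 0.22), the connexin gene Gja5 of atrium and arteries (2.78 ± 0.14), the ventricular myosin light chain gene Myl2 (2.63 ± 0.16), and the proteoglycan gene Lum (2.33 ± 0.39). Next were Tecrl (2.14 ± 0.22), the cardiac myosin gene Myh6 (2.09 ± 0.31), the endothelin gene Edn1 (2.01 ± 0.15), the vitronectin gene Vtn (2.01 ± 0.17) and Gimap6 (1.98 ± 0.17). Falls in Ccr1l1 (-5.54), Meg3 (-3.57) and Rian (-3.27), named after their values were seen, were larger than any called fall but did not pass. Among called genes Airn, the noncoding RNA that silences Igf2r on the paternal chromosome, fell the most (-2.54 ± 0.17, adjusted p = 0.000193). It was followed by the pluripotency gene Dppa5a (-2.31 ± 0.28), Cfc1 (-2.27 ± 0.18), Tdo2 (-2.04 ± 0.15) and the endoderm factor Rfx6 (-1.88 ± 0.25). Smaller falls were in the trypsin inhibitor gene Spink1 (-1.87 ± 0.29), Apela (-1.86 ± 0.33), the apolipoprotein gene Apob (-1.75 ± 0.18), the ESC gene Fbxo15 (-1.74 ± 0.30) and the autophagy receptor gene Calcoco2 (-1.73 ± 0.24). Fbxo15 and Calcoco2 lay under the floor on all 4 arrays, so these 2 falls are differences within background. In another 12 of the 20 a single mean lay under it, that of WT for Ccl3, Foxd1, Gja5, Myl2, Tecrl, Edn1, Vtn and Gimap6 and that of HP1αKO for Airn, Rfx6, Spink1 and Apob. Cbx5 differed by -1.18 ± 0.57 and did not pass (adjusted p = 0.653), because the standard error is shared with the ESC libraries in which Cbx5 opposed the labels.

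Sarcomere genes moved up in HP1αKO: 9 of 24 rose and none fell, among them Myl2, Myh6, Myl3 (1.77) and Myom1 (1.47), with a list mean of 0.87 ± 0.75 (camera adjusted p = 4.38e-18, and adjusted p = 0.0109 with an estimated correlation). The list's call with an estimated correlation ended on the 6 EB libraries alone and with the replicate number as a block among ESCs. Adjusted over the list alone, 16 rose and 1 fell. Only Myl2, Myl3 and Myom1 of the 9 passed in every fit with 1 library left out. Of the extraembryonic endoderm genes 4 of 20 fell (Apob, Apoa1 -1.52, Ttr -1.40 and Fgb -1.01) and Afp rose (1.08), with a list mean of -0.35 (adjusted p = 1.61e-06, but adjusted p = 0.203 with an estimated correlation), and 6 fell and 1 rose when adjusted over the list alone. Of the core pluripotency genes Pou5f1 (-1.19) and Utf1 (-1.50) fell and Sox2, which neural progenitors also express, rose (1). The list mean was -0.53 (adjusted p = 2.31e-06, but adjusted p = 0.272 with an estimated correlation), and 6 fell and 1 rose when adjusted over the list alone. Naive pluripotency genes had a list mean of -0.47, with Dppa5a and Fbxo15 falling and 3 falling when adjusted over the list alone (adjusted p = 0.00242, but adjusted p = 0.699 with an estimated correlation). No core or naive gene passed in every fit with 1 library left out. Of 13 neural progenitor genes, Rax (1.86), Dbx1 (1.63) and Lhx2 (1.29) rose and Pax3 (-1.57) and Zic1 (-0.89) fell, and the list did not pass (adjusted p = 0.324).

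Further lists passed with the preset correlation but not with an estimated one. The trophoblast list had a mean of -0.28, with Hand1 (-1.28) the member called (adjusted p = 0.00267, but adjusted p = 0.203 with an estimated correlation). Targets of p53 had a mean of 0.39 with no member called (adjusted p = 0.000153, but adjusted p = 0.483 with an estimated correlation), and hypoxia and glycolysis genes a mean of -0.24 with none called (adjusted p = 0.00242, but adjusted p = 0.678 with an estimated correlation). The interferon list had a mean of 0.28, with Rsad2 (1.42) called (adjusted p = 0.0414, but adjusted p = 0.383 with an estimated correlation), and the cell cycle list a mean of -0.02 (adjusted p = 0.0414, but adjusted p = 0.678 with an estimated correlation). Neither passed without EB WT 2 (adjusted p = 0.148 and 0.153) or without EB HP1αKO 1 (adjusted p = 0.0873 and 0.094), nor with the ESC block (adjusted p = 0.0502 and 0.0677). Feeder fibroblast markers had a mean of 0.63 with Lum called (adjusted p = 0.0316, but adjusted p = 0.699 with an estimated correlation), and without EB WT 2 their adjusted p was 0.116. Of the 7 pluripotency genes the study names, chosen on these samples and so not independent evidence, Pou5f1 and Dppa5a fell (list mean -0.97, adjusted p = 4.23e-06, but adjusted p = 0.272 with an estimated correlation), and 4 fell and 1 rose when adjusted over the list alone. The mean and the test of the imprinted list differed in sign (-0.25, tested as up), as did those of the endothelial and blood list (0.04, tested as down) and the smooth muscle and actomyosin list (0.10, tested as down), and none of these passed.

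In all, 135 genes differed (54 with 1 group mean under the floor and 7 with both), 83 higher and 52 lower in EB HP1αKO, each without overlap between the groups of arrays, and 3 had only a locus number for a name. The count was 30 without EB WT 1, 28 without EB WT 2, 27 without EB HP1αKO 1 and 27 without EB HP1αKO 2, with 23 of the 135 passing in all 4 fits and all 135 keeping their sign. Of the 20 genes named first, Lum, Myh6, Dppa5a, Rfx6, Spink1, Apela, Fbxo15 and Calcoco2 failed in at least 1 of these fits. It was 1320 on the 6 EB libraries alone, including all 135, 1691 with array weights, 447 without the 2 ESC libraries whose Cbx5 opposed their label, 279 with the ESC block and 85 with a floor of 100. The sarcomere list was then at adjusted p = 0.384 (6 EB libraries), 0.237 (without those 2 ESC libraries) and 0.0673 (ESC block) with an estimated correlation.

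The knockout EBs, which share a label for the line but not the Hprt level, were then compared with each other. Relative to HP1αKO, HP1βKO was lower in Grb10 (-6.00 ± 0.34, adjusted p = 1.42e-05, again with HP1βKO close to the floor) and in Foxd1 (-3.93 ± 0.22). It was lower in the cardiac genes Myl7 (-4.86 ± 0.33), Myh6 (-4.55 ± 0.31), Myl3 (-4.23 ± 0.12, adjusted p = 4.08e-07), Myl4 (-4.09 ± 0.24), Myh7 (-4.01 ± 0.18), Actc1 (-3.88 ± 0.60), Tnnt2 (-3.83 ± 0.17) and Tnnc1 (-3.62 ± 0.25). It was higher in the imprinted noncoding RNA gene Rian (3.74 ± 0.86, adjusted p = 0.0468), Dppa5a (3.68 ± 0.28), the imprinted zinc finger gene Plagl1 (3.48 ± 0.52), and Dppa2 (3.44 ± 0.42). Smaller rises were in Lncenc1 (2.96 ± 0.43), Calcoco2 (2.83 ± 0.24), Zfp640 (2.74 ± 0.51), Utf1 (2.71 ± 0.22), the pepsinogen gene Pga5 (2.64 ± 0.33) and Hoxd13 (2.55 ± 0.19). One mean lay under the floor for 11 of these 20 genes, that of HP1βKO for Foxd1, Myh6, Myl3 and Myh7 and that of HP1αKO for Rian, Dppa2, Lncenc1, Calcoco2, Zfp640, Pga5 and Hoxd13. Rian did not pass with a floor of 100 or after a further quantile normalization.

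Of the sarcomere genes 21 of 24 were lower in HP1βKO and none was higher (mean -2.55, camera adjusted p = 6.51e-41, and adjusted p = 0.00107 with an estimated correlation). Of the 12 Hox genes tested, 8 were higher and none was lower. Their list mean was 1.03 (camera adjusted p = 4.92e-12, and adjusted p = 0.0453 with an estimated correlation). The floor may favour genes that are high in HP1βKO here too. Core pluripotency genes were higher in 7 cases, with Pou5f1 at 2.53 and Nanog at 2.5, and lower in 2, one of them Sox2 at -1.60 (list mean 0.92, adjusted p = 2.56e-05, but adjusted p = 0.258 with an estimated correlation). Naive genes were higher in 4 of 18 cases (mean 1.09, adjusted p = 4.83e-10, but adjusted p = 0.281 with an estimated correlation), and neural progenitor genes were lower in 6 of 13 (mean -0.90, adjusted p = 2.16e-08, but adjusted p = 0.124 with an estimated correlation). Extraembryonic endoderm genes were higher in 5 of 20 cases and lower in 1 (mean 0.47, adjusted p = 6.23e-06, but adjusted p = 0.124 with an estimated correlation). Imprinted genes were higher in 4 cases and lower in 1 (mean 0.45, adjusted p = 0.0154, but adjusted p = 0.415 with an estimated correlation), and neuronal genes lower in 2 (mean -0.45, adjusted p = 0.0103, but adjusted p = 0.124 with an estimated correlation). The pluripotency genes that the study chose on these samples, not independent evidence, were higher in 4 of 7 cases (adjusted p = 1.04e-11, but adjusted p = 0.0978 with an estimated correlation). Adjusted over the list alone, 22 sarcomere genes were lower and 1 higher, and 8 Hox genes higher and 1 lower. By the same measure 8 core pluripotency genes were higher and 2 lower, and 8 endoderm genes higher and 1 lower. Of the naive genes 6 were higher and none lower, and of the neural progenitor genes 6 were lower and none higher. Feeder fibroblast markers did not differ past the threshold (mean -0.02, adjusted p = 0.344).

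In all, 406 genes differed (197 with 1 group mean under the floor and 20 with both), 139 higher and 267 lower in HP1βKO, each without overlap between the arrays, 10 of them with only a locus number for a name. Leaving out EB HP1αKO 1 gave 157, EB HP1αKO 2 154, EB HP1βKO 1 191 and EB HP1βKO 2 180, with 138 of the 406 passing in all 4 fits and all 406 keeping their sign. Of the 20 genes named first, Rian, Plagl1, Lncenc1, Zfp640 and Actc1 failed in at least 1 of these fits, and 18 of 21 sarcomere, 5 of 8 Hox, 7 of 9 core and 2 of 4 naive genes passed in all. The count was 2167 on the 6 EB libraries alone, including all 406, 2302 with array weights, 1032 without the 2 ESC libraries whose Cbx5 opposed their label, 821 with the ESC block and 248 with a floor of 100. On the 6 EB libraries alone both lists that had kept their call lost it (adjusted p = 0.128 with an estimated correlation).

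**Figure D3:**
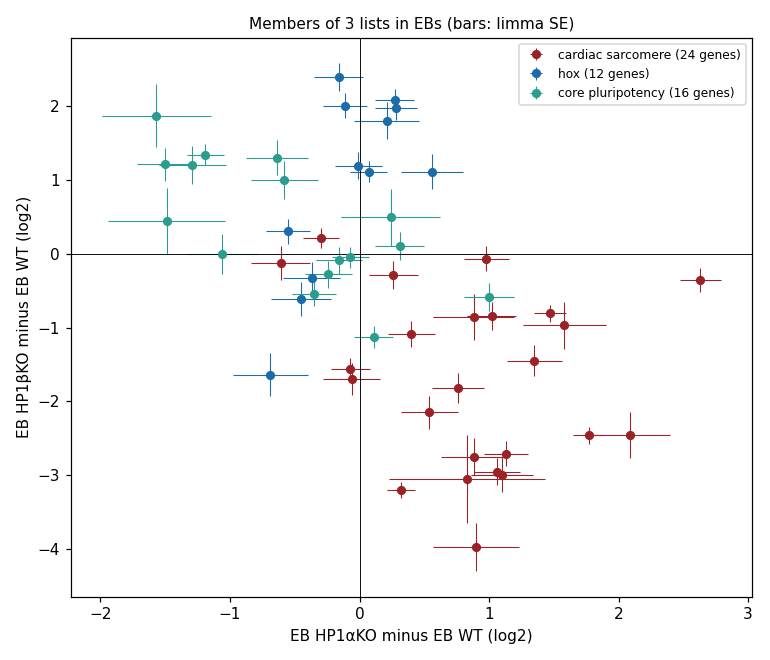
Each point is a tested gene of the cardiac sarcomere (24, dark red), Hox (12, blue) or core pluripotency (16, green) list; the horizontal axis is the log2 difference of EB HP1αKO from EB WT, the vertical axis that of EB HP1βKO, and bars are limma's standard errors. Myh6 lies at 2.09 and -2.46 and Pou5f1 at -1.19 and 1.34.

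Across all 10880 genes the EB effects of the knockouts correlated with r = 0.255, where unchanged groups against the same WT arrays gave a mean of 0.50 over 100 draws. The covariance was 0.0329 against 0.0064 with no effect, a difference of 0.0264. Genes are not independent replicates, so no p is given. Both knockouts shared 11 rises and 25 falls, and the WT arrays common to both comparisons add to such sharing, so no number expected by chance is given. The shared rises included Tbx4 (1.77 in HP1αKO, 3.50 in HP1βKO), Angptl7 (1.11 and 3.35), S1pr3 (1.53 and 2.64) and Dlk1 (1.57 and 1.69). The shared falls included Cfc1 (-2.27 and -3.48), Apela (-1.86 and -3.09), Tdo2 (-2.04 and -2.64) and Pax3 (-1.57 and -2.39). Another 20 genes moved in opposite directions, which shared WT arrays work against, among them Myh6 (2.09 and -2.46), Myl3 (1.77 and -2.46), Tnnt2 (1.13 and -2.71), Pou5f1 (-1.19 and 1.34), Dppa5a (-2.31 and 1.37) and Utf1 (-1.50 and 1.21). With each knockout set against a WT array of its own, so that no array was shared, r was 0.14 and 0.214 for the 2 assignments, and the called genes shared 0 and 1 rises and 5 and 5 falls, with 4 and 5 in opposite directions. Part of the shared changes cannot be told apart from the labelled line.

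ESC HP1βKO was compared with ESC WT, the setting in which the study asked what HP1β does in pluripotent cells. No gene passed. The 5 with the lowest p, none past the threshold, were Cbx1 (-1.94 ± 0.22, adjusted p = 0.0743), the interferon-induced membrane protein gene Ifitm3 (-1.55 ± 0.22, adjusted p = 0.28), Aard (-1.03 ± 0.16, adjusted p = 0.303), the alanine transaminase gene Gpt2 (-0.92 ± 0.14, adjusted p = 0.303) and Tgfbi (-1 ± 0.17, adjusted p = 0.372). Pou5f1 differed by 0.02 ± 0.14, Nanog by -0.27 and Klf4 by -0.41.

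Formative and primed genes were higher as a list, 14 of 16 above 0 with a mean of 0.66 ± 0.54 (camera adjusted p = 1.95e-05, but adjusted p = 0.602 with an estimated correlation), with Fgf5 at 1.70, Cer1 at 1.57 and Otx2 at 0.97. Naive pluripotency genes were lower, 17 of 18 below 0 with a mean of -0.49 ± 0.33 (adjusted p = 0.000305, but adjusted p = 0.602 with an estimated correlation), with Dppa3 at -1.48 and Tfcp2l1 at -0.99, and germline genes had a mean of -0.61 (adjusted p = 0.00482, but adjusted p = 0.602 with an estimated correlation). Feeder fibroblast markers lay lower as well (mean -0.40, adjusted p = 0.0173, but adjusted p = 0.686 with an estimated correlation). The smooth muscle and actomyosin list (0.24, adjusted p = 0.000929), the p53 list (0.21, adjusted p = 0.00498) and the interferon list (-0.29, adjusted p = 0.00852) also passed, each at adjusted p = 0.602 with an estimated correlation. No member of these lists was called over all genes or, except 1 actomyosin gene higher and 1 interferon gene lower, adjusted over the list alone. Of the 9 PCR genes the study chose on these samples, not independent evidence, Car4 (1.59), Fgf15 (1.19) and Nes (1.32) were higher and Grb10 (-1.95), Mylpf (-0.94) and Bmp4 (-0.87) lower when adjusted over the list alone, and none over all genes. Of the 5 developmental genes it names in ESCs, Nefm (1.60) and Nefl (1.40) were higher and Ifitm3 lower when adjusted over the list alone, again not independent evidence.

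With limma, 0 genes passed and 638 had an unadjusted p under 0.05. The 6 ESC arrays alone also gave 0 and array weights 0, the trended and robust prior 1 (Cbx1), and the ESC block 52 (24 higher, 28 lower). With that block the 5 genes named above passed (Cbx1 at adjusted p = 0.0167), as did Nefm (0.0167), Nefl (0.034) and Grb10 (0.034). With the same block on the 6 ESC arrays alone 0 genes passed, so the 52 rest on the spread shared with EBs, which in the self-test was too liberal for ESCs. The fit without the library labelled ESC WT 2 and the library labelled ESC HP1αKO 2 gave 153 (65 and 88). Leaving out the library labelled ESC WT 1 gave 118 genes, the library labelled ESC WT 2 0, ESC HP1βKO 1 0 and ESC HP1βKO 2 1 (Krt18, named after its value was seen). The sign of list means turned with the WT library left out. Without ESC WT 1 the means were -1.09 for naive genes, -1.43 for germline genes and 0.46 for feeder markers. Without the library labelled ESC WT 2 they were 0.10, 0.20 and -1.26. Each of these fits sets WT of 1 replicate number against HP1βKO of both. The naive list was higher in number 2 by 1.19 in WT and 0.57 in HP1βKO, so its turn includes the difference between numbers.

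ESC HP1αKO was compared with ESC WT to ask what HP1α does in ESCs, with a library of opposing Cbx5 level on each side. If the labels of these libraries were exchanged, each group mixed both genotypes, and a lack of calls would not show a lack of effect. No gene passed, and the 5 with the lowest p were Jag1 (0.52 ± 0.13), Aard (-0.63 ± 0.16), Grk5 (-0.51 ± 0.14), Rny3 (0.77 ± 0.22) and Efnb1 (-0.61 ± 0.18), each at an adjusted p of 1. Cbx5 differed by 0.04 ± 0.57. The p53 target list (mean 0.21, camera adjusted p = 0.000803) and ribosomal protein genes (0.09, adjusted p = 0.0123) were higher, and neural progenitor (-0.11, adjusted p = 0.0198), primitive streak (-0.14, adjusted p = 0.0465), extraembryonic endoderm (-0.10, adjusted p = 0.0465) and imprinted genes (-0.07, adjusted p = 0.0478) lower, all at adjusted p = 0.752 with an estimated correlation. Feeder fibroblast markers were lower too (-0.24, adjusted p = 0.0253, but adjusted p = 0.903 with an estimated correlation). No member of any of these lists was called, over all genes or adjusted over the list alone, and with the ESC block the primitive streak list did not pass (adjusted p = 0.0564).

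In limma 0 genes passed here and 116 had an unadjusted p under 0.05. The ESC block, the 6 ESC arrays alone and array weights each gave 0. Leaving out the library labelled ESC WT 2 gave 1 gene (St6gal2, named after its value was seen) and leaving out any other single library 0. Without both libraries of opposing Cbx5 level 68 genes passed (27 higher, 41 lower) and Cbx5 was at -1.62 (adjusted p = 0.00462). The lists that passed went from 7 to 9 without ESC WT 1, 12 without the library labelled ESC WT 2, 12 without ESC HP1αKO 1 and 1 without the library labelled ESC HP1αKO 2. Feeder markers went from -1.10 without the library labelled ESC WT 2 to 0.62 without ESC WT 1.

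Between the knockouts in ESCs, Cbx1 was the single gene called, lower in HP1βKO (-2.05 ± 0.22, adjusted p = 0.0465). Naive pluripotency genes had a mean of -0.60 and formative genes a mean of 0.63 (camera adjusted p = 1.86e-05 for each), with germline genes at -0.79 (adjusted p = 0.000379) and primitive streak genes at 0.44 (adjusted p = 0.00404). Feeder markers, at -0.16, did not pass (adjusted p = 0.527). The lists above that passed were among 11, every one at adjusted p = 0.434 with an estimated correlation. An unadjusted p under 0.05 was seen for 552 genes, and the limma count was 55 with the ESC block, 43 without the libraries of opposing Cbx5 level and 0 on the 6 ESC arrays alone. It was 7, 4, 0 and 1 without ESC HP1αKO 1, the library labelled ESC HP1αKO 2, ESC HP1βKO 1 and ESC HP1βKO 2. The call of Cbx1 also ended after centring (adjusted p = 0.0764), after further quantile normalization, and without ESC HP1αKO 1, ESC HP1βKO 1 or ESC HP1βKO 2. Without the library labelled ESC HP1αKO 2 the formative mean was 0.07 and 2 lists passed, against 13, 14 and 13 without each of the other libraries.

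The difference of the HP1βKO effect between EBs and ESCs was tested as an interaction, since no gene passed in ESCs. It was past the threshold for 141 genes, 67 with a higher effect in EBs and 74 with a lower one. Tbx4 (3.96 ± 0.30, adjusted p = 0.000504) and Aldh1a2 (3.10 ± 0.24) had the higher effect in EBs, and Cfc1 (-4.42 ± 0.26) and Smyd1 (-3.44 ± 0.16, adjusted p = 2.93e-05) the lower one. Of the 10 genes with the largest differences, Actc1 and Car4 failed in at least 1 fit with a library left out. Genes under the floor in ESCs are not counted for these interactions, and a fall of such a gene in ESCs could not be seen. Without the 2 libraries of opposing Cbx5 level all 141 stayed called. Of the sarcomere genes 13 of 24 had a lower effect and none a higher one (mean -1.82, camera adjusted p = 9.47e-28, and adjusted p = 0.00328 with an estimated correlation), and 17 when adjusted over the list alone. Naive genes had a mean of 1.11 with none called (adjusted p = 6.9e-08, but adjusted p = 0.39 with an estimated correlation), and the feeder list had a mean of 1.01 (adjusted p = 0.000164, but adjusted p = 0.613 with an estimated correlation). Across genes the HP1βKO effects in ESCs and in EBs, which share no array, correlated with r = -0.085. The count was 573 with the ESC block, 628 without the 2 libraries of opposing Cbx5 level, 433 without ESC WT 1, and 219 without the library labelled ESC WT 2. It was 87 without ESC HP1βKO 1, 54 and 55 without EB WT 1 and 2, and 63 and 60 without EB HP1βKO 1 and 2. The sarcomere list was at adjusted p = 0.0534 with an estimated correlation without those 2 libraries.

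The matching HP1αKO interaction passed for 25 genes, 19 with a higher and 6 with a lower effect in EBs, led by Ccl3 (3.01 ± 0.21, adjusted p = 0.000853) and by Airn and Cfc1 (-2.40 ± 0.24 and -2.40 ± 0.26). Of the 10 genes with the largest differences, Apob and Reln failed in at least 1 fit with a library left out. Airn lay between 3.19 and 3.47 in the ESC WT and ESC HP1αKO libraries, under the floor, so a fall in ESCs could not have been seen. Of the sarcomere genes 3 of 24 had a higher effect (mean 0.82, camera adjusted p = 2.11e-15, and adjusted p = 0.0169 with an estimated correlation, and 0.0926 with the ESC block), and 11 when adjusted over the list alone. Without the 2 libraries of opposing Cbx5 level the sarcomere list did not keep its call with an estimated correlation. The feeder list had a mean of 0.87 (adjusted p = 0.0035, but adjusted p = 0.726 with an estimated correlation). Further quantile normalization moved the share of higher effects from 76.0% to 64.5%. The ESC side holds the libraries labelled ESC WT 2 and ESC HP1αKO 2, without which the count was 161 and 24 of the 25 stayed called. It was 117 with the ESC block, 84 without the library labelled ESC WT 2 alone, 39 without ESC HP1αKO 1, 13 without EB WT 1, 12 and 13 without EB HP1αKO 1 and 2, 13 with array weights and 14 with a floor of 100.

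The study's methods chose genes by fold, direction in pairwise comparisons and a minimum signal. The rule was read here as the mean fold, the same direction in every pair of arrays and a signal above 45, and no p was used. At 1.5-fold, it gave 304 genes in ESC HP1βKO (115 higher, 189 lower), 16 in ESC HP1αKO (7 and 9), 904 in EB HP1βKO (466 and 438) and 559 in EB HP1αKO (359 and 200). At 2.5-fold it gave 26, 0, 171 and 90. By the mean fold alone, with no condition on pairs, the ESC counts were 507 and 59 at 1.5-fold, and 31 and 1 at 2.5-fold, so the reading of the condition on pairs sets much of the count in ESCs. Leaving out 1 library, which leaves fewer pairs to satisfy, gave 412 to 1389 genes in ESC HP1βKO, highest without ESC WT 1, and 415 to 972 in ESC HP1αKO, highest without the library labelled ESC WT 2.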

Values the study reported

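Among genes that changed 1.5-fold or more, the study counted 495 in ESCs and 1054 in EBs without HP1β, and 53 in ESCs and 627 in EBs without HP1α. With the limit raised to 2.5-fold it counted 34 and 201 genes for HP1β, and 1 and 97 for HP1α.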

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

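The changes of HP1βKO and of HP1αKO differed between ESCs and EBs for the genes given here, a difference between groups. The HP1βKO effect differed between the states for 141 genes. It was larger in EBs for Tbx4 (3.96), Angptl7 (3.67), Pcolce (3.27), S1pr3 (3.15) and Aldh1a2 (3.10), and lower for Actc1 (-4.65), Car4 (-4.64), Cfc1 (-4.42), Myl7 (-4.17) and Smyd1 (-3.44). The HP1αKO effect differed for 25 genes, higher in EBs for Ccl3 (3.01), Foxd1 (2.95), Gja5 (2.71), Myl2 (2.53) and Asb2 (2.29), and lower for Airn (-2.40), Cfc1 (-2.40), Tdo2 (-2.07), Apob (-1.67) and Reln (-1.60). The ESC side of both includes the library labelled ESC WT 2, and that of HP1αKO also the library labelled ESC HP1αKO 2. The fit without these 2 libraries holds 1 library each for ESC WT and ESC HP1αKO, and its spread comes mostly from EBs. A call that stayed in that fit thus does not show whether these libraries gave rise to it. Actc1 and Car4 for HP1βKO, and Apob and Reln for HP1αKO, failed in at least 1 fit with a library left out. Airn lay between 3.19 and 3.47 in the ESC WT and ESC HP1αKO libraries, and Tdo2 had an ESC WT mean of 2.77. Both are under the floor, so a fall of these genes in ESCs could not have been seen. Their difference between states may reflect the low ESC level alone.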

How the results depend on the processing

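All 353, 135 and 406 genes called in EBs for HP1βKO against WT, HP1αKO against WT and HP1βKO against HP1αKO kept their sign when any 1 of the EB libraries compared was left out, and 83, 23 and 138 of them passed in every such fit. All were also called on the 6 EB libraries alone, where the differences are the same and the spread alone changes. How many genes passed depended on the spread taken from the ESC libraries, whose array weights of 0.31 to 0.62 lay under those of the EB libraries, 1.62 to 4.86. Over all settings, 97 counts of genes stayed within 1.5-fold and 93 moved. Of the named genes' results 6289 counted as the same, 223 as stronger, 512 as weaker and 2 as reversed in sign. A result could count as stronger without a larger difference. Cbx1 in ESC HP1βKO against WT did so with the ESC block, where it passed the threshold at an unchanged -1.94. With 1 library left out, the lone sample of its group is assumed to vary like the other groups. Signal limits the test to the 10880 genes above 45, or 8480 above 100. Where no cause is given below, the cause was not tested.

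With a floor of 100, and so fewer genes tested, 224 genes passed for EB HP1βKO against WT, 85 for EB HP1αKO, 248 for the knockouts against each other and 14 for the HP1αKO difference between states, and 3 lists for ESC HP1αKO. With no floor the last 2 were 40 and 2. On the 6 EB arrays alone the EB counts were 2043, 1320 and 2167, and on the 4 arrays compared 1434, 1575 and 2289, with 2219 for EB WT against ESC WT and 13 on 8 arrays for the HP1αKO difference between states. Array weights gave 1435, 1691, 2302 and 13. A trended and robust prior gave 1 gene for ESC HP1βKO against WT. The single gene between the knockouts in ESCs, Cbx1, became 0 with a block over all 12 arrays, the 6 ESC arrays alone, the 4 arrays alone, a further quantile normalization, centring on the median and all array features. Centring also left 1 list for ESC HP1αKO.

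With the replicate number as a block among ESCs, chosen after seeing the data, the counts were 52 for ESC HP1βKO, 55 for the ESC knockouts against each other, 701, 279 and 821 in EBs, and 573 and 117 for the differences between states. It ended the calls of the primitive streak list in ESC HP1αKO (adjusted p = 0.0564), the cell cycle (0.0677) and interferon (0.0502) lists in EB HP1αKO, the endothelial and blood list between the ESC knockouts (0.0722), and the ribosomal protein (0.0595) and cell cycle (0.0935) lists between states for HP1βKO and HP1αKO. With an estimated correlation it also ended the sarcomere call in EB HP1αKO (adjusted p = 0.0673), in its difference between states (0.0926) and in EB WT against ESC WT (0.0886), and the endothelial and blood call in the last (0.0886). Apart from genes that it added, this block changed no other call. With array weights as well they were 1 for ESC HP1βKO, 1495, 1829 and 2390 in EBs, and 473 and 62 between states. A block on the 6 EB arrays alone gave 1461, 863 and 1618, and on the 6 ESC arrays alone 0 for each knockout against WT and for the knockouts against each other. In EBs same-number libraries were not paired, but the replicate differences of EB WT and EB HP1βKO ran opposite by number (-0.454). EB WT 1 and EB HP1βKO 2 also had lower medians (7.221 and 7.217) than the other EB arrays (7.319 to 7.347). For HP1βKO against WT a block with crossed numbers gave 259 genes and a block with the same numbers 245, against 353. HP1βKO against the 4 other ESC libraries pooled gave 2 genes, 135 with the ESC block, 20 with array weights and that block, and 3 with the block on the 6 ESC arrays alone.

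Without the library labelled ESC WT 2 and the library labelled ESC HP1αKO 2, 153, 68 and 43 genes passed in ESCs (HP1βKO, HP1αKO, and the knockouts against each other), 972, 447 and 1032 in EBs, and 628 and 161 between states. Cbx5 in ESC HP1αKO turned from 0.04 to -1.62, by construction. In ESC HP1βKO the germline list turned to 0.20, the naive list to 0.10 and the actomyosin list to -0.12, and in the difference between states the germline list turned to -0.08. Lists past the threshold were 2 for ESC HP1βKO and 5 between the ESC knockouts. The correlation of the knockouts in ESCs was 0.631, against 0.301 on all ESC libraries, where unchanged groups sharing the WT arrays gave a mean of 0.499 (not drawn for the smaller set). That of HP1βKO between states was -0.026, against -0.085. With the ESC block added no residual degree of freedom was left among ESC arrays, the spread came from EBs alone, and the counts were 1132, 1017 and 955 in ESCs, 2043, 1320 and 2167 in EBs, and 1703 and 1248 between states, with Cbx5 at -1.62.

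By the methods' rule, the mean fold alone gave 507 and 59 genes at 1.5-fold for ESC HP1βKO and HP1αKO and 1 at 2.5-fold for HP1αKO. All 4 pairs past the fold gave 41 and 0 in ESCs, 555 and 355 in EBs, and 4 at 2.5-fold for ESC HP1βKO. Without a floor ESC HP1αKO had 28, and all array features gave 474 and 122 at 1.5-fold and 54 and 2 at 2.5-fold.

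With an estimated correlation, 0 lists passed in ESCs for each of the 3 comparisons, 1 for EB HP1βKO, 1 for EB HP1αKO, 2 between the EB knockouts, 2 for EB WT against ESC WT, and 1 and 1 between states. Fry gave 0 in ESCs for each, 2 for EB HP1αKO, and 7 and 1 between states. With HP1αKO as the reference, 11 lists passed for ESC HP1βKO.

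Leaving out 1 library gave 0 to 118 genes for ESC HP1βKO, 0 to 1 for ESC HP1αKO, 0 to 7 between the ESC knockouts, 96 to 120 for EB HP1βKO, 27 to 30 for EB HP1αKO, 154 to 191 between the EB knockouts, 1911 to 4359 for EB WT against ESC WT, and 54 to 433 and 12 to 84 between states. By the methods' rule it gave 412 to 1389 and 415 to 972 genes in ESCs at 1.5-fold and 30 to 186 and 11 to 86 at 2.5-fold, and 903 to 992 and 580 to 663, or 167 to 182 and 88 to 91, in EBs. Lists past the threshold were 2 to 11 and 1 to 12 in ESCs, 2 to 14 between the ESC knockouts, 10 to 12 and 8 to 12 in EBs, 9 to 12 between the EB knockouts, 15 to 18 for EB WT against ESC WT, and 10 to 13 and 6 to 12 between states. With each knockout against a WT library of its own, the correlations of the knockouts were 0.14 and 0.214 in EBs, and -0.617 and -0.32 in ESCs, where the sign turned. The WT libraries then differ in replicate number, by which ESC libraries were paired, so no conclusion is drawn from the turn in ESCs. With 1 library left out the correlations were -0.053 to 0.803 in ESCs, 0.241 to 0.313 in EBs and -0.093 to -0.026 between states.

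The means of several lists depended on which WT or HP1αKO library was left out. Leaving out an ESC library also unbalances the replicate numbers by which ESC libraries were paired, so a turn of sign includes that difference. The sign turned, for ESC HP1αKO, in extraembryonic endoderm (-0.26 to 0.05), feeder markers (-1.10 to 0.62), imprinted genes (-0.48 to 0.34), neural progenitors (-0.28 to 0.07) and primitive streak (-0.62 to 0.33). For ESC HP1βKO it turned in feeder markers (-1.26 to 0.46), germline genes (-1.43 to 0.20) and naive genes (-1.09 to 0.10). Between states it turned, for HP1αKO, in naive genes (-1.18 to 0.01), and for HP1βKO in germline genes (-0.08 to 1.56). Between the ESC knockouts formative genes (0.07 to 1.19) and primitive streak genes (0.08 to 0.79), and between states for HP1αKO feeder markers (0.01 to 1.73), kept the sign of their mean, which shrank to near 0, and only the direction of camera's test against all other genes turned.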

Other observations

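Because an exchange between the WT and HP1αKO labels cannot alter it, HP1βKO was also set against the 4 other ESC libraries pooled with the replicate number as a block, a fit chosen after the result was seen. Of 135 genes called, 51 rose and 84 fell, and in 82 the arrays did not overlap. The largest rises without overlap were in the carbonic anhydrase genes Car4 (1.92 ± 0.37) and Car14 (1.42 ± 0.25), Fgf5 (1.79 ± 0.29), expressed by cells leaving the naive state, the cardiac actin gene Actc1 (1.65 ± 0.29), the neurofilament genes Nefm (1.65 ± 0.13, adjusted p = 0.00102) and Nefl (1.31 ± 0.18), the vascular receptor gene Flt1 (1.49 ± 0.21), the keratin gene Krt18 (1.29 ± 0.23) and the ribosomal protein gene Rpl39l (1.28 ± 0.25). The largest falls were in Cbx1 (-1.99 ± 0.18), Grb10 (-1.86 ± 0.30), the G protein gene Gna14 (-1.66 ± 0.28), Ifitm3 (-1.59 ± 0.20), the germ cell gene Dppa3 (-1.54 ± 0.28) and the cytoskeletal gene Septin1 (-1.46 ± 0.21), while Zfp951, Calb2, Khdc3, Tex11 and Slc15a1, also among the 20 largest, had both means under the floor, and Nefm, Flt1, Gna14 and Dppa3 had 1. Of 16 formative genes Fgf5 alone was called, no list kept its call with an estimated correlation (formative genes at adjusted p = 0.225), and feeder markers had a mean of -0.28. With the block on the 6 ESC arrays alone 3 genes passed, and on all 12 arrays without the block 2, so the 135 rest on both the block and the spread shared with EBs.

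Of these 135 genes 18 were also called in EBs against the pooled libraries, Cbx1 among them, 11 in the same direction and 7 in the opposite one. Grb10 fell in both (-1.86 and -5.60, in EBs with HP1βKO close to the floor) and Gata6 rose in both (0.69 and 0.91), whereas Actc1 (1.65 and -3.46) and Car4 (1.92 and -2.64) rose in ESCs and fell in EBs. Over all 135, 42 had the same sign in EBs and 93 the opposite one.

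The tests of the 2 libraries were chosen after Cbx5 was seen, except the test on unnamed features, whose prediction was written before. The HP1αKO minus WT differences of the number 1 and number 2 ESC libraries correlated with -0.518 (interval -0.545 to -0.493, 10880 genes), and with -0.237 (interval -0.28 to -0.197) over 3679 features that name no gene, against 0.802 and 0.296 for the matching EB differences. Of 13 genes picked from the EBs and the number 1 pair, 92.3% had the opposite sign in the number 2 pair, but these include Cbx5, Meg3 and Hprt, which raised the question, and several linked genes, so this test decides nothing, whereas a batch shared by number was excluded for Cbx5, which changed by -1.38 in WT, 1.96 in HP1αKO and 0.15 in HP1βKO, a difference of 3.33. An exchange of labels fits the 2 correlations, and the number 2 pair ran weakly against the EB effect (-0.179), as an exchange would predict, but the number 1 pair did not follow that effect either (0.048), and a negative correlation could also come from culture state. Across numbers, WT and HP1αKO libraries were closer to the opposite label. ESC WT 1 had r = 0.952 with ESC HP1αKO 2 and 0.9405 with ESC WT 2. ESC HP1αKO 1 had r = 0.9661 with ESC WT 2 and 0.9566 with ESC HP1αKO 2. These values go with an exchange too, but use the same signals as the correlation of differences. The paper reports that the knockout lines lacked their targeted protein and that PCR matched the arrays for several genes. That goes with the labels of the lines but is not given for single array libraries. The exchange is thus not settled, the labels were kept, and no fit with exchanged labels was run.

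The tests of the split by replicate number were chosen after it was seen: 1752 genes differed between the number 1 and number 2 ESC libraries. A spread shared with EBs was too liberal for ESCs in the self-test. This count and the calls by number below may thus include false ones. Feeder markers were lower in number 2 (70.6% of 17 called lower, none higher, mean -1.19), with naive genes at 0.77, germline genes at 0.88 and formative genes at -0.67. The naive list was higher and the formative list lower in number 2 in 3 of 3 genotypes (naive 1.19, 0.56 and 0.57, formative -0.75, -1.12 and -0.13 for WT, HP1αKO and HP1βKO), but in HP1βKO the formative list moved by less than its SE over genes (0.14), so a culture shift in all 3 is not shown. Fewer feeder cells in number 2 cannot lower genes that fibroblasts do not express, yet these had a median of -0.69 (range -1.97 to 0.36, 7 genes), with Eomes, Fgf5 and Nodal called lower and none higher, and naive genes rose more than core pluripotency genes, by 0.57 (Welch interval over genes 0.32 to 0.81). Feeder cells alone were thus excluded for these 2 sets, while a culture shift out of the naive state, with or without a varying carry-over of feeder cells through the SSEA1 sort, could contribute and stays open.

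The tests of the fall of Grb10 in HP1βKO were chosen after it was seen. HP1αKO, also labelled R1, differed from WT by 0.79 ± 0.34, which would exclude the labelled line if the 2 knockouts shared it. Their EBs differed in Hprt (6.28 and 6.84 in HP1αKO, 3.83 and 4.12 in HP1βKO), so a shared line is not shown and the line stays open. A general loss from imprinted genes was excluded, as 4.3% of 23 fell, which is Grb10 alone. An event in this clone could not be told from the lack of HP1β, because the labels name 1 HP1βKO line.

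By the methods' rule, read as the same direction in every pair, ESC HP1βKO had 304 genes at 1.5-fold here. The study gives a higher count. ESC HP1αKO had 16 genes at 1.5-fold and 0 at 2.5-fold here. The study gives higher counts for both. By mean fold alone the counts were 507 and 31 genes for ESC HP1βKO and 59 and 1 for ESC HP1αKO, at 1.5-fold and 2.5-fold. The study's counts lie close to these.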
